# Ursolic acid attenuates oligospermia in busulfan-induced mice by promoting motor proteins

**DOI:** 10.7717/peerj.17691

**Published:** 2024-07-05

**Authors:** Jin Dong, Taowen Ye, Yanli Dong, Jie Hui, Xiaorong Wang

**Keywords:** Ursolic acid, Oligospermia, Busulfan, Serum hormone, Motor proteins

## Abstract

**Background:**

Oligospermia is one of the most common reasons for male infertility which is troubling numerous couples of child-bearing age. This investigation scrutinizes the implications and mechanistic underpinnings of ursolic acid’s effect on busulfan-induced oligospermia in mouse models.

**Methods:**

A singular intraperitoneal injection of busulfan at a dosage of 30 mg/kg induced oligospermia. Two weeks subsequent to this induction, mice were subjected to various dosages of ursolic acid (10, 30, and 50 mg/kg body weight, respectively) on a daily basis for four consecutive weeks. Following this treatment period, a meticulous analysis of epididymal sperm parameters, encompassing concentration and motility, was conducted using a computer-assisted sperm analysis system. The histopathology of the mice testes was performed utilizing hematoxylin and eosin staining, and the cytoskeleton regeneration of the testicular tissues was analyzed *via* immunofluorescent staining. Serum hormone levels, including testosterone, luteinizing hormone, and follicle-stimulating hormone, as well as reactive oxygen species levels (inclusive of reactive oxygen species and malondialdehyde), were gauged employing specific enzyme-linked immunosorbent assay kits. Differentially expressed genes of testicular mRNA between the oligospermia-induced group and the various ursolic acid treatment groups were identified through RNA sequencing analysis.

**Results:**

The results revealed that a dosage of 50 mg/kg ursolic acid treatment could increase the concentration of epididymal sperm in oligospermia mice, promote the recovery of testicular morphology, regulate hormone levels and ameliorate oxidative damage. The mechanism research results indicated that ursolic acid increased the expression level of genes related to motor proteins in oligospermia mice.

## Introduction

Currently, infertility affects nearly 15% of couples of childbearing age around the world and approximately half attributable to male factors (Agarwal, Hamada & Esteves, 2012; Levine et al., 2017; Zhao et al., 2022). About 40% of male infertility causes cannot be identified, called idiopathic male infertility (Bracke et al., 2018; Sengupta et al., 2022), including teratospermia, azoospermia, asthenospermia, and oligospermia (Lu & Huang, 2012). Oligospermia is a prevalent symptom of male infertility. Surgical intervention and sophisticated auxiliary technology serve as treatment modalities for some oligospermia patients, albeit their exorbitant cost coupled with suboptimal outcomes (Jiang et al., 2017). In clinical practice, some patients with oligospermia choose medication treatment through empirical therapy, while the therapeutic effect is still ideal (Yang et al., 2022; Yilmaz et al., 2018). Therefore, the development of novel pharmaceuticals to treat male infertility caused by oligospermia holds substantial practical significance.

Ursolic acid (ULA, 3b-hydroxy-urs-12-en-28-oic acid, Fig. 1) is a naturally occurring pentacyclic triterpenoid carboxylic acid compound that was first extracted and identified from the apple peel in 1920s (Khwaza, Oyedeji & Aderibigbe, 2020). Current research has found that ULA is also widely present in various medicinal plants, vegetables, and fruits (Samivel et al., 2020; Woźniak, Skąpska & Marszaek, 2015). Studies have shown that ULA has multiple pharmacological properties such as anticarcinogenic (Feng & Su, 2019; Panda, Thangaraju & Lokeshwar, 2022; Yin et al., 2018), antiviral (Al-Kuraishy, Al-Gareeb & Batiha, 2022; Tohmé et al., 2019), anti-inflammatory (Kashyap, Tuli & Sharma, 2016; Luan et al., 2022), antihyperglycemic (Tam et al., 2016; Wen et al., 2008), and antioxidant (Habtemariam, 2019; Srinivasan et al., 2020). However, the effects and mechanism of ULA on oligospermia have not been reported.

**Figure 1:**
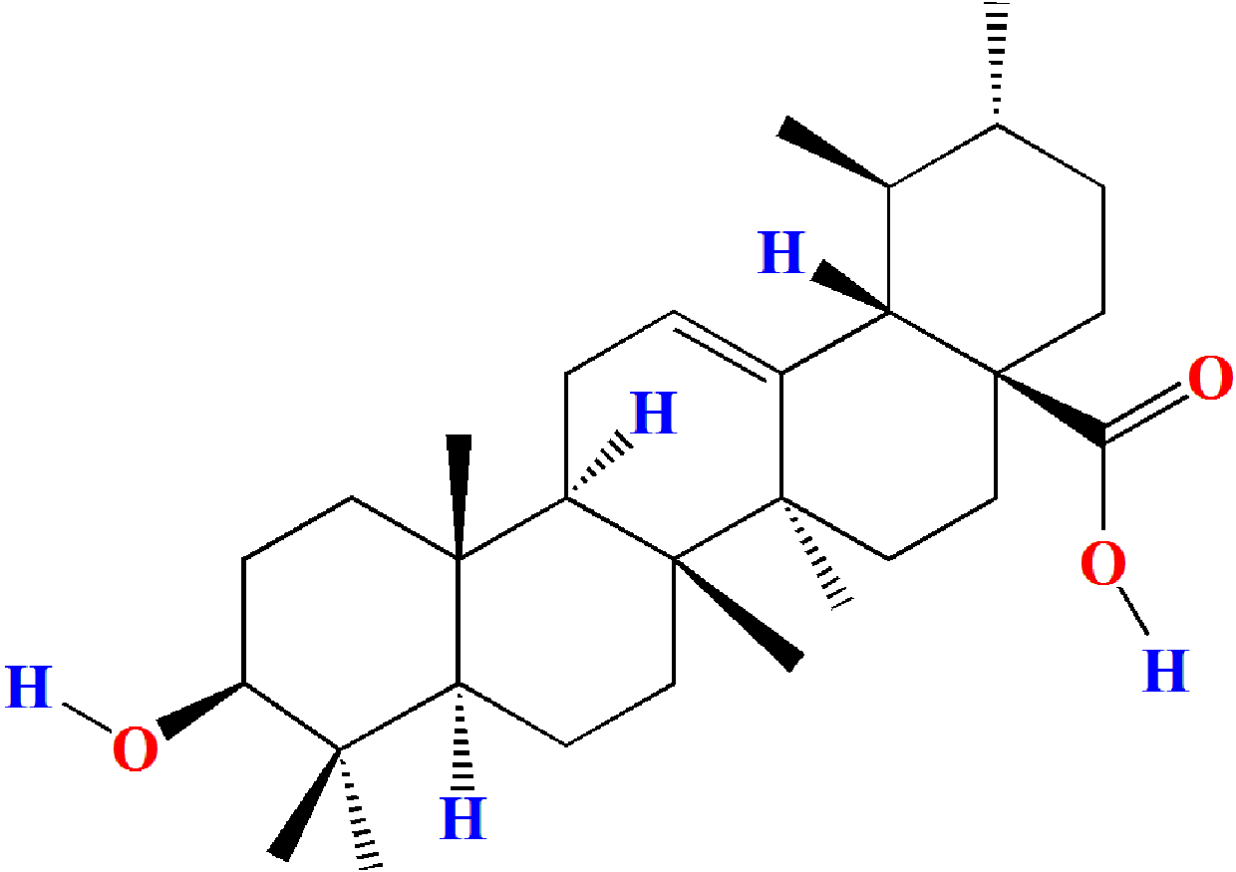
Molecular structure of ursolic acid.

Busulfan (BUS), a chemotherapeutic drug used to treat chronic myelogenous leukemia, can cause male reproductive system damage through the disruption of spermatogenesis and lead to oligospermia (Meistrich, 2009; Zhao et al., 2020). Motor proteins, which are considered key participants in a variety of processes during spermatogenesis and male infertility has been observed in animal models lacking several different motor proteins (Ma, Wang & Yang, 2017). In this study, we investigated the effects of ULA on BUS-induced oligospermia in mouse models. At the same time, we also explored the underlying mechanism of action of ULA on oligospermia. Results showed that ULA ameliorated oligospermia in BUS-induced mice by attenuating oxidative stress and promoting cytoskeleton remodeling *via* the motor proteins pathway. Our research will provide new insights for the treatment of male infertility caused by oligospermia with ULA.

## Materials and Methods

### Materials

ULA (purity > 98%) was purchased from Aladdin (Shanghai, China). BUS was purchased from Sigma-Aldrich (B1170000, St. Louis, MO, USA). Hematoxylin and eosin (HE) was obtained from Biosharp (BL700B, China). *α*-tubulin antibody was purchased from Cell Signaling Technology (2144S, Japan). Actin-Tracker Green-488 and Alexa Fluor 555-labeled donkey anti-rabbit IgG were purchased from Beyotime Biotechnology (C2201S, A0453, Jiangsu, China). Antifade mounting medium for fluorescence (with DAPI) was purchased from Biosharp (BL739A, Hefei City, China). Trizol reagent was purchased from Vazyme (R401-01, Nanjing, China).

### Animals

Male ICR mice (*n* = 50, 8 weeks old, 30 ± 2 g) were purchased from the Laboratory Animal Center of Nantong University (Nantong, China). All mice were housed at a standard cage size of 5 in standard laboratory environmental conditions (room temperature 22–24 °C, 12/12-h light/dark cycle) with free access to food and water. All mice received a single intraperitoneal injection and gavage for four weeks. There is no surgical procedure and no analgesia or anesthesia is required. After administration, all mice were euthanized using cervical dislocation, and no mice were euthanized prior to the planned end of the experiment. There are no surviving animals at the conclusion of the experiment All procedures have been approved by the Laboratory Animal Center of Nantong University, approval ID: IACUC20230415-1001.

### Experimental groups, treatment, and sample preparation

A total of fifty mice were randomly assigned into five distinct groups, with the allocation known only to the principal investigator: a normal group, a BUS group, and three BUS plus ULA groups at dosages of 10 mg/kg, 30 mg/kg, and 50 mg/kg, respectively. The BUS solution was prepared using a 5% dimethyl sulfoxide (DMSO) in water, while ULA was suspended in a 5% DMSO in corn oil vehicle. To establish the oligospermia model, BUS was administered *via* intraperitoneal injection at a dosage of 30 mg/kg body weight. The normal group received an equivalent dose of the 5% DMSO water solution (Wang et al., 2010). After a two-week period post-BUS administration, the mice in the ULA groups were administered different concentrations of ULA daily *via* oral gavage for a duration of four weeks. The normal and BUS groups were given an equivalent dose of the 5% DMSO in corn oil solution. At the end of the treatment period, each mouse was weighed. Following this, the animals were euthanized humanely under anesthesia. After euthanasia, blood samples were collected, and organs such as the testes and epididymis were excised for further experimental analysis.

### Analysis of epididymal sperm concentration and motility

Immediately after euthanasia, the entire epididymis was removed and the cauda epididymis was minced in a small dish containing two mL of Tyrode’s solution and incubated at 37 °C for 15 min with gentle shaking to expel sperm. Sperm concentration and motility parameters were measured using a computer-assisted sperm analysis system (Hamilton Thorne CEROS II).

### Histology and immunofluorescent

Fixation in 4% paraformaldehyde was performed for the testes and epididymis for 24 h, followed by soaking in 10%, 20%, and 30% sucrose for an overnight period. Thin cryosections were made using a frozen-stage microtome and were stained with Hematoxylin-eosin (HE) using standard procedures, and observed under light microscopy. For immunofluorescence, after the sections were permeabilized, the primary antibody *α*-tubulin was applied overnight, followed by the secondary antibody at room temperature for one hour. F-actin was stained according to the manufacturer’s instructions, and observed using a fluorescence microscope (Leica TCS-SP8 LSM, Leica, Wetzlar, Germany).

### Serum hormone levels

Blood was collected by cardiac puncture with a heparinized syringe, followed by immediate collection of serum by centrifugation at 3,000 g, 4 °C for 10 min. Samples were stored at −80 °C for further analysis. Serum levels of testosterone (T), follicle-stimulating hormone (FSH) and luteinizing hormone (LH) were measured by ELISA kits according to the manufacturer’s instructions. The sensitivity of the mouse T, FSH, and LH assays was 0.10 ng/mL, 0.55 ng/mL, and 0.07 ng/mL, respectively.

### ROS and MDA levels in serum

The levels of reactive oxygen species (ROS) and malondialdehyde (MDA) in serum were detected by ELISA kits, and the operation was performed strictly according to the instructions of the kit. The sensitivities of the mouse ROS and MDA assays were 5 IU/mL and 0.075 nmol/L, respectively.

### RNA sequencing and data analysis

The extraction of total RNA from the testicular tissue was conducted utilizing the Trizol reagent, following the protocol provided by the supplier. The RNA was then characterized and its concentration was measured using a NanoDrop spectrophotometer along with a 2100 Bioanalyzer. Subsequently, the PCR amplicons were employed to construct complementary DNA (cDNA) libraries. These libraries were subjected to sequencing using the BGISEQ-500/MGISEQ-2000 platforms, which are products of BGI-Shenzhen, China. The initial data underwent comprehensive quality assessment and refinement through the Fastp tool. The refined data sets were mapped against the Mus musculus reference genome GRCm38 using the STAR software, enabling the calculation of mapping efficiency for each sample. The FeatureCounts software was employed to ascertain the gene counts across the samples. With two biological replicates and one technical replicate, the experimental design’s statistical power was computed to be 0.79 using RNASeqPower, considering a sequencing depth of 8, a sample size of 4, a coefficient of variation of 0.02, an effect size of 2, and an alpha level of 0.05 (https://rodrigo-arcoverde.shinyapps.io/rnaseq_power_calc/). Subsequently, the ClusterProfiler toolkit was utilized to analyze the differential gene expression patterns among the samples. The genes that showed significant variation were further analyzed using Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. This deeper analysis aimed to reveal the biological implications of these genes and their roles in various metabolic and cellular processes.

### Quantitative real-time PCR

Expression of relevant genes was further assessed by quantitative real-time PCR. RNA was used to synthesize cDNA using a reverse transcription kit. cDNA was estimated using a NanoDrop 2000/2000C spectrophotometer. The *β*-actin gene was used as an internal control. PCR reactions were carried out in triplicate on the CFX Connect system (Bio-RAD, Hercules, CA, USA) using ChamQ Universal SYBR qPCR Master Mix (Q711, Nanjing, Vazyme). The fold change of the expression of the mRNA (2^−ΔΔCt^) was used in the data analysis.

### Data availability statement

The data supporting the findings of this study are available within the article and its supplemental materials. RNA sequencing data files has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE251662, which is publicly accessible at https://www.ncbi.nlm.nih.gov/geo/.

### Statistical analysis

GraphPad Prism 8.1 was chosen for analysis, and the data were all assigned as mean ± SEM. One-way analysis of variance was applied to investigate differences between multiple experimental groups, and student’s *t*-tests were employed to examine differences between two experimental groups. It was determined to be statistically significant when *P* < 0.05.

## Results

### ULA alleviates reproductive damage induced by BUS in oligospermia mice

As shown in Fig. 2, compared with the normal group, the testicular weight and sperm concentration of mice treated with BUS decreased significantly, showing a typical oligospermia model. However, after giving ULA at varying concentrations, we found that the testicular weight and sperm concentration of oligospermia mice increased statistically significantly in the 50 mg/kg dosage group. These findings demonstrate the successful mitigation of reproductive system impairment induced by BUS through the administration of ULA.

**Figure 2:**
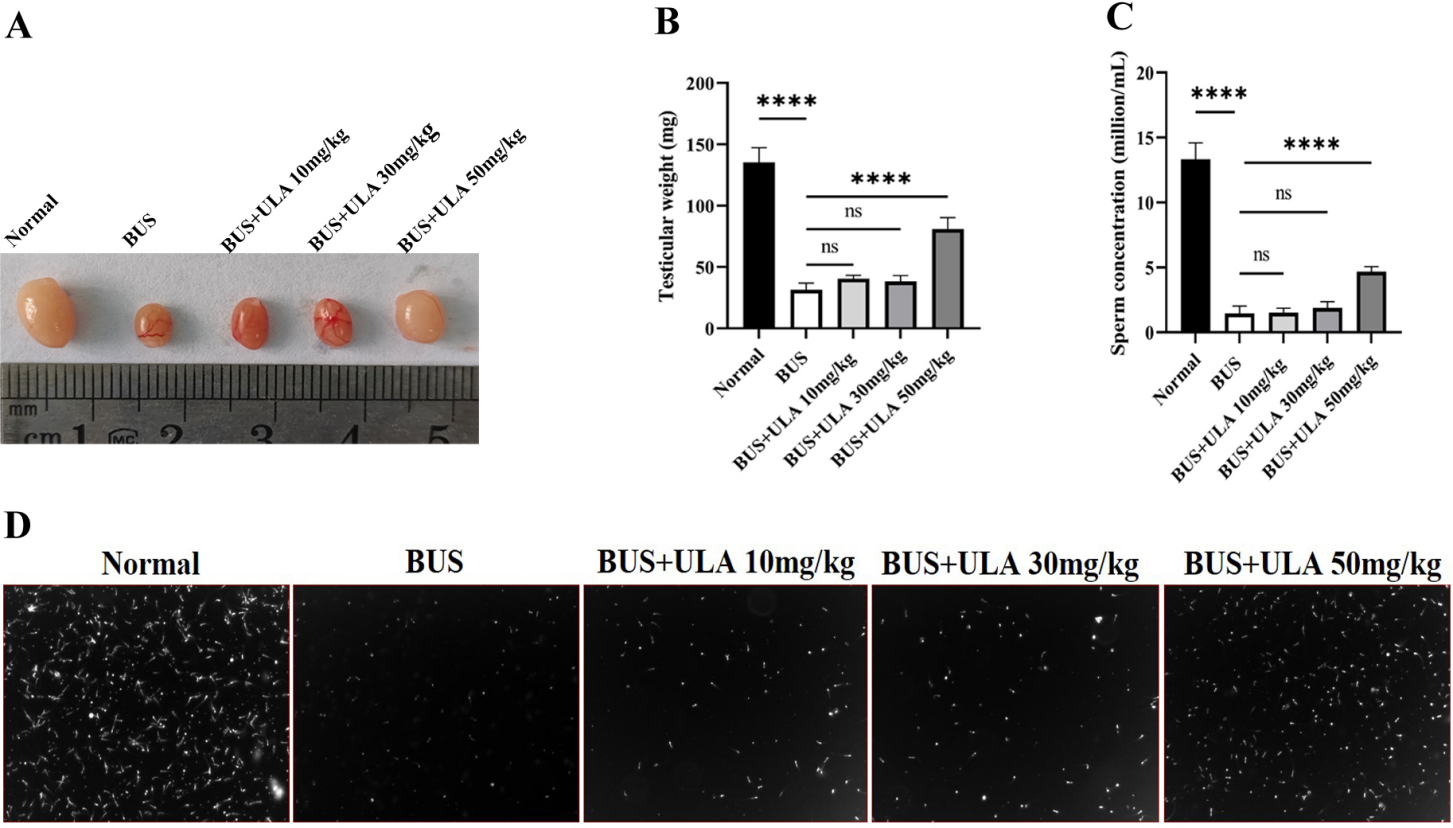
Reproductive organ index and sperm parameters. (A) Morphology of the testes from 8-week-old mice after treatment with solution, BUS 30 mg/kg, BUS+ULA 10 mg/kg, BUS+ULA 30 mg/kg, BUS+ULA 50 mg/kg. (B) Testicular weight. (C) Sperm concentration. (D) Morphology of sperms from epididymis. ^∗∗∗∗^*P* < 0.0001. Each column represents the mean ± SEM, *n* = 6.

### ULA promotes morphological recovery of testis and epididymis in oligospermia mice

The administration of BUS resulted in the loss of immature male cells, a reduction in both luminal diameter and vacuolization in immature male cells and seminiferous tubules, as well as significant destruction of peritubular mesenchymal cells. After treatment with ULA, the presence of regenerated germ cells was observed (Fig. 3A). The testes have the responsibility of producing sperm, which undergo maturation and acquire the capacity for fertilization within the epididymis (Kistler et al., 1975). Hematoxylin-eosin (HE) staining was employed to observe epididymis structure and integrity. In the BUS group, epithelial cells disintegrated and arranged disorganized, formed large number of vacuoles, epididymis wall became thicker, and the number of spermatozoa in the lumen of epididymis tail decreased. However, after ULA treatment, epididymal duct and its epithelial cells were partially restored, and the number of spermatozoa in theca epididymis increased (Fig. 3B).

**Figure 3:**
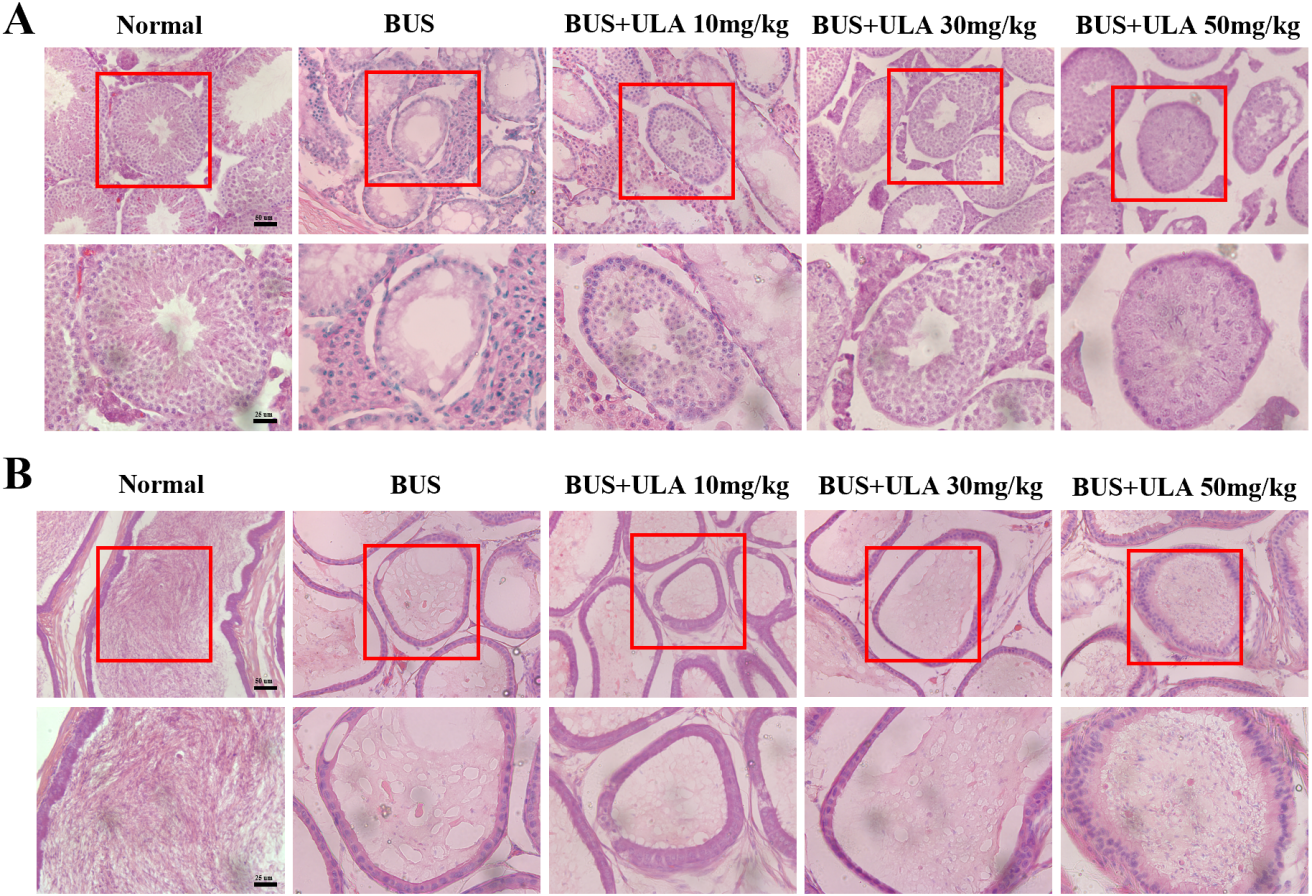
Histomorphometric analysis of mice testis and epididymis. (A) HE staining shows the morphology of testis (20X). (B) HE staining displays the morphology of the epididymis tail (20X). Scale bar: 50 µm.

### ULA restores cytoskeletal disorder in BUS-induced oligospermia mice

Microtubules and microfilaments are two types of cytosolic fibers that make up the cytoskeleton (Westermann & Weber, 2003). By employing immunofluorescence (IF) staining methods for *α*-tubulin and F-actin, we observed changes in the cytoskeleton distribution pattern after different treatments. Frozen section samples were subjected to staining with *α*-tubulin antibody and phalloidin at the specified times, and subsequently photographed under a fluorescent microscope to compare the fluorescence intensity. The images of the stained cells are shown in Fig. 4. In the normal group, cytoskeleton was detected at the lamina propria, exhibiting concentrated and track-like signals. Conversely, in the BUS group, the cytoskeleton tracks appeared truncated, more discrete and flocculated. Interestingly, the damage caused by BUS was significantly recovered after the use of ULA, as evidenced by the restoration of clear ‘track-like signals’ within the cytoskeleton.

**Figure 4:**
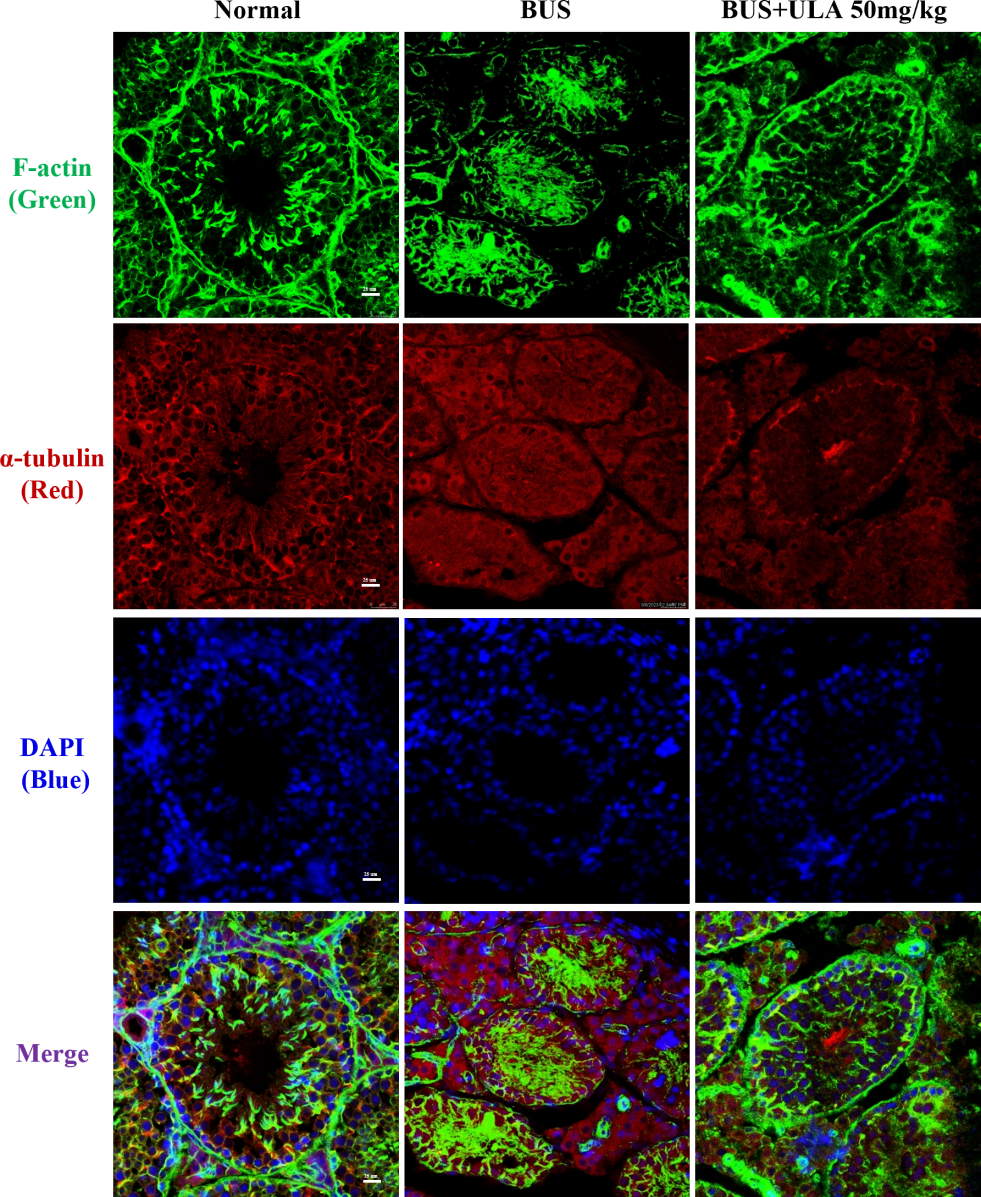
Cytoskeleton changes detected by IF in each group.

### ULA promotes serum sex hormone secretion in oligospermia mice

The levels of sex hormones in serum serve as vital assessment parameters of reproductive system status. Testosterone (T) level is an important indicator of male reproductive health. Compared with the normal group, the administration of BUS resulted in a down-regulation of T, luteinizing hormone (LH) and follicle-stimulating hormone (FSH) levels (Fig. 5). Conversely, ULA treatment exhibited an upregulation in serum T, FSH and LH levels. These observations indicate that the damage to gonadal tissue induced by BUS can be ameliorated by ULA through regulating the secretion of gonadal hormones.

**Figure 5:**
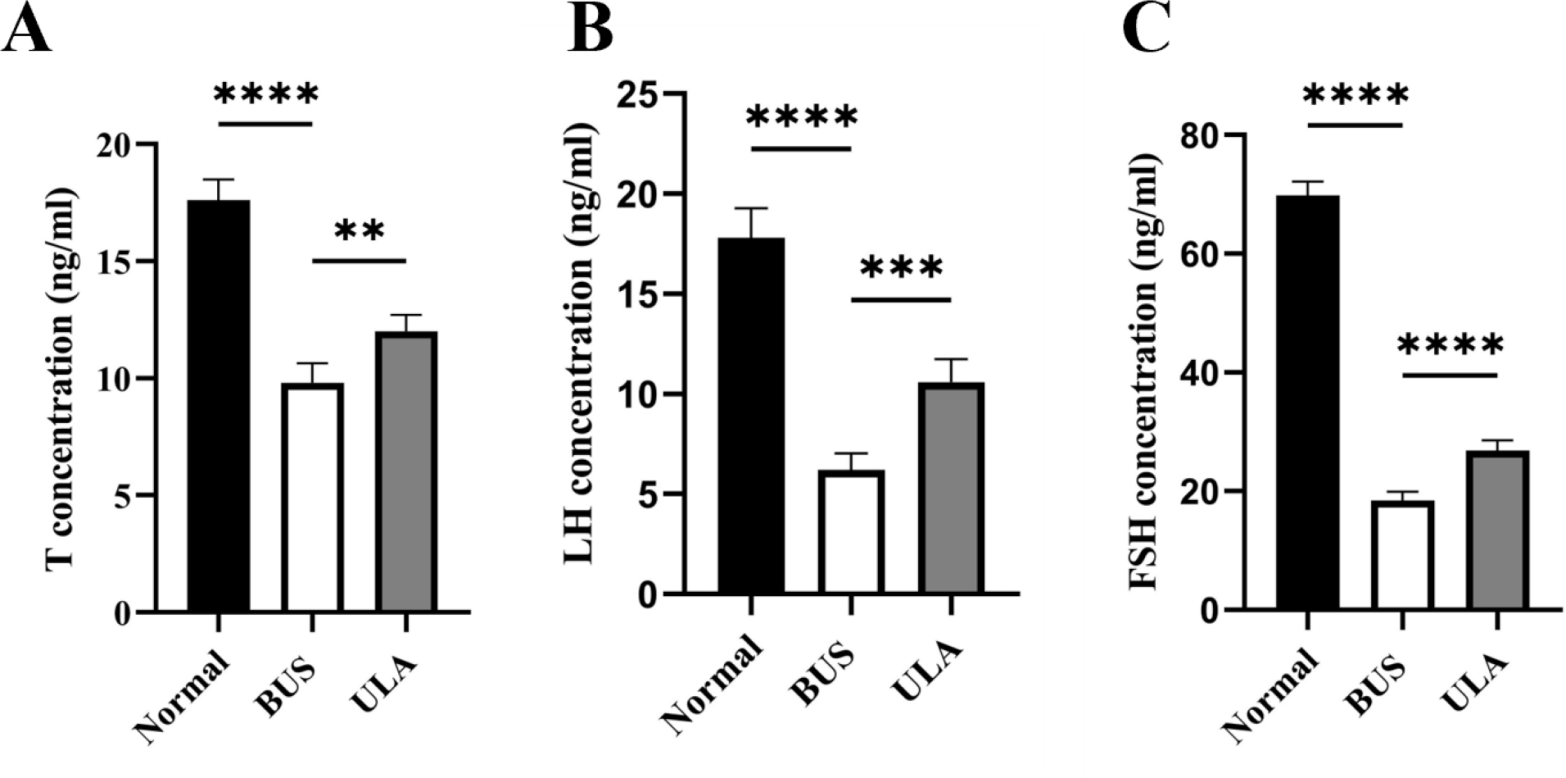
Effect of ULA on sex hormone levels. (A) T concentration. (B) LH concentration. (C) FSH concentration. ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001, ^∗∗∗∗^*P* < 0.0001. Each column represents the mean ±  SEM, *n* = 6.

### ULA inhibits the oxidative stress in oligospermia mice

Lipid peroxidation in tissues can be assessed by measuring the tissue MDA content (Grimes Jr et al., 1975). As illustrated in Fig. 6, BUS treatment led to a substantial elevation in MDA and ROS levels in the testes compared to the normal group. The heightened oxidation levels indicated that oxidative stress which tends to be considered as one of the primary factors contributing to oligospermia occurs in oligospermia mice, resulting in reproductive damage. However, a reduction in both MDA and ROS levels was observed after ULA treatment, suggesting that ULA treatment mitigated oxidative damage caused by BUS.

**Figure 6:**
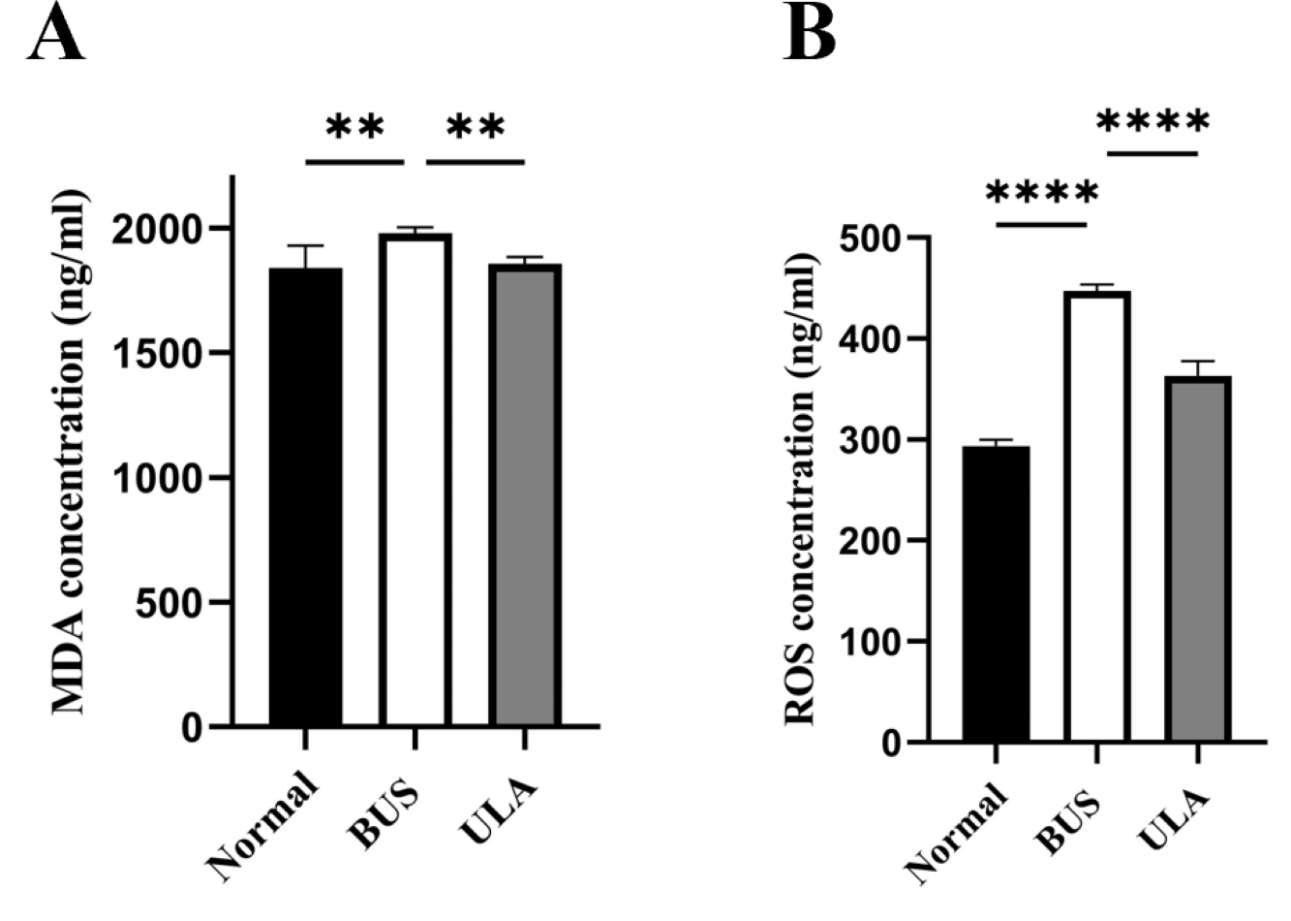
Effects of ULA on oxidative indices in tissues. (A) MDA concentration. (B) ROS concentration. ^∗∗^*P* < 0.01, ^∗∗∗∗^*P* < 0.0001. Each column represents the mean ± SEM, *n* = 6.

### Differential analysis of gene expression in the testis between BUS and BUS+ULA groups

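Testis RNA was sequenced from mice given 30 mg/kg of busulfan (BUS), an alkylating agent that damages dividing germ cells, and from mice given the same BUS injection and, from 2 weeks later, ursolic acid (ULA), a plant triterpenoid, at 50 mg/kg daily for 4 weeks. Each group had 2 libraries. The paper states 2 biological replicates and a single technical replicate, and the labels do not say whether the 2 libraries of a group come from separate animals. According to the paper, RNA was extracted with Trizol, sequenced on a BGISEQ or MGISEQ instrument, trimmed with Fastp, mapped to GRCm38 with STAR and counted per gene with FeatureCounts, while the submitters' notes name RSEM version 1.3.1. The deposited values are whole raw counts for 57010 Ensembl gene identifiers. The BUS libraries held 18147335 and 18216380 counts and the ULA libraries 16312898 and 15078828. Genes with enough counts (edgeR's filterByExpr) numbered 23023, of which 16271 are protein coding. Counts were scaled by TMM, with factors of 1.05 and 1.12 for BUS and 1.02 and 0.839 for ULA, and compared with edgeR's quasi-likelihood test. Gene lists were compared with all other genes by camera, adjusted over 37 lists. The gene lists, the tests, the rule for the genes named in the text and 17 alternative settings were fixed before the data were examined. Log2 CPM, counts relative to the scaled library size, correlated across genes at 0.972 between the BUS libraries, 0.979 between the ULA libraries and 0.863 to 0.947 between libraries of different groups, and genes are not independent replicates. The libraries also differed in composition. Protein-coding genes took 96.9% and 96.3% of the counts with BUS, and 87.4% and 76.9% with ULA. The identifier ENSMUSG00000119584, which has no name in the tables used here, took 0.00418% and 0.000637% of the counts with BUS, and 7.88% and 18.5% with ULA. A count of 0 allowed up to 0.238 CPM in the shallowest library (3 counts), which covers counting error only.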

To investigate the underlying mechanism of ULA in the treatment of oligospermia, RNA sequencing analysis was conducted to identify differentially expressed genes in the mouse testes between the BUS and BUS + ULA groups. After 4 weeks of ULA treatment, a total of 2,157 genes were significantly up-regulated, while 3,871 genes were significantly down-regulated (Figs. 7A–7B). 

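The genes of Leydig cells, which make androgens, were lower with ULA, and genes of condensing spermatids were among the most abundant genes that were higher. All 10 Leydig cell markers fell (10 when adjusted over the list alone), with a median log2 fold change of -2.65 (camera adjusted p = 1.1e-08, and adjusted p = 0.701 with an estimated correlation). Insl3, which encodes a Leydig cell peptide hormone, went from 1805 ± 710 CPM with BUS to 118 ± 66.4 CPM with ULA (SD, n = 2 libraries each), a log2 fold change of -3.94 (standard error 0.47, adjusted p = 0.0042 from edgeR's quasi-likelihood test). Of 23 genes of cholesterol supply and androgen synthesis, 19 fell, 1 rose and 3 did not pass the test (20 lower and 1 higher when adjusted over the list alone), with a camera adjusted p of 1.2e-10, and adjusted p = 0.701 with an estimated correlation. Log2 fold changes were -2.43 for Star, which carries cholesterol into mitochondria, and -3.57 for Cyp11a1 and -2.89 for Cyp17a1, which catalyze steps of androgen synthesis. The member that rose was Cyp19a1, the aromatase (1.05), named here after its value was seen; no member rose with library size alone, with limma-voom, without BUS replicate 1, without either ULA replicate, or with a correction for GC content and transcript length chosen after seeing the data. Of 35 antioxidant enzymes, 24 fell, none rose and 11 did not pass the test (25 lower when adjusted over the list alone). Their camera adjusted p was 1.6e-08, and adjusted p = 0.701 with an estimated correlation. Their median (-1.26) was close to that of the markers of Sertoli cells, smooth muscle, macrophages and endothelium (-1.22). Log2 fold changes were -2.72 for Gsta3, -1.85 for the extracellular superoxide dismutase gene Sod3 and -1.90 for Gsta4.
Across all 23023 genes tested, 2706 were higher and 3512 lower with ULA at an adjusted p under 0.05 from edgeR. The balance turned with upper-quartile scaling, to 4282 higher and 2364 lower, and leaned further with library size alone, to 1877 and 5031. At a fold change over 1.5 and an unadjusted p under 0.05, 4464 were higher and 5231 lower. The most abundant gene that rose was ENSMUSG00000119584, and the next 6 were the mitochondrial leucyl-tRNA synthetase gene Lars2, the sperm dynein gene Dnah8, Prm2 and Tnp2, which encode proteins that pack sperm DNA, Fhl4 and the nuclear non-coding RNA Malat1. Whether the counts on ENSMUSG00000119584 and Lars2 come from messenger RNA was not tested. Prm2 went from 866 ± 229 to 2616 ± 743 CPM (log2 fold change 1.60, standard error 0.33, adjusted p = 0.013 from edgeR), Tnp2 had a log2 fold change of 1.89, Fhl4 of 1.16 and Malat1 of 2.77. The 6 most abundant genes that fell were Insl3, Cyp17a1, the Sertoli cell gene Clu (-1.61), the retinaldehyde dehydrogenase gene Aldh1a1 (-2.38), Gstm1 (-1.62) and the fatty acid desaturase gene Scd2 (-2.16). Clu did not pass with upper-quartile factors (adjusted p = 0.0623), without ULA replicate 2 (0.218), with protein-coding genes alone (0.0580) or with the GC and length correction (0.0767). Fhl4 did not pass without BUS replicate 1 (0.0626), ULA replicate 1 (0.0712) or ULA replicate 2 (0.260), or with that correction (0.0851). Among genes with a symbol and a mean of at least 1 CPM, the rises with the largest fitted fold change were in Lars2, with 472 and 345 counts with BUS and 116405 and 197957 with ULA, and in genes with a count of 0 in both BUS libraries. Against a floor of 3 counts in each library these were at least 26.9-fold higher for Gm13815, 23.6-fold for Gm43482, 19.1-fold for Gm47206, 16.9-fold for Gm45223 and 16.1-fold for Bpifb9b. Among the same genes, the largest falls were in the kallikrein genes Klk1b21, Klk1b24 (-7.30) and Klk1b27 (-5.80), paralogs that may share reads, and in Gm5070 (at least 17.1-fold lower), the glutathione peroxidase gene Gpx1 (104 and 87 counts with BUS, 2 and 2 with ULA) and Ly6d (-5.01). Klk1b21 had 2 counts over both ULA libraries, a ratio of BUS to ULA of 637 with a counting interval of 176 to 5261 (95%). By gene class, 379 of 799 genes still to be experimentally classified (TEC) and 44 of 100 sense intronic genes rose, while 8 and 1 fell. Of the protein-coding genes, 1130 rose and 3331 fell, and 1477 rose and 2239 fell when they alone were scaled and tested, a setting chosen after seeing the data. The counts of calls also moved when 1 library was left out. Such a fit leaves a lone library whose spread is assumed, so the counts do not show whether the effects rest on 1 library. Without ULA replicate 2, the median log2 fold change was 1.40 for axonemal dynein heavy chains (1.52 with all libraries) and 0.71 for spermatid development (0.86). Without BUS replicate 1, that of cilium movement was 0.35 (0.61 with all libraries). With 2 libraries per group, other splits of the libraries cannot test the counts of calls.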

To better understand the biological functions associated with these differentially expressed genes, GO classification analysis based on RNA sequencing data was performed. The top eight enriched GO biological processes are visualized in Fig. 7D. 

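Many genes of spermatid development and sperm motility and some of cilium movement were higher with ULA, and no member of the lists for spermatid development, sperm motility and cilium movement was lower. Of 52 genes of spermatid development, 31 rose and 21 did not pass the test at an adjusted p under 0.05 from edgeR (42 higher when adjusted over the list alone). Their median log2 fold change was 0.86 (camera adjusted p = 5.6e-12, and adjusted p = 0.701 with an estimated correlation). Tnp1, a transition protein that replaces histones in spermatid nuclei, went from 134 ± 26.4 CPM with BUS to 539 ± 153 CPM with ULA (SD, n = 2 libraries each), a log2 fold change of 2.00 (standard error 0.29, adjusted p = 0.0056 from edgeR). Spata19, which encodes a mitochondrial protein of the sperm midpiece, had a log2 fold change of 1.46. Of 48 genes of sperm motility, 24 rose and 24 did not pass the test (36 higher when adjusted over the list alone), with a median of 0.78 (camera adjusted p = 7.8e-11, and adjusted p = 0.701 with an estimated correlation). Among them, Tppp2 had a log2 fold change of 1.99, the fibrous sheath gene Fsip2 of 1.89, the mitochondrial capsule gene Smcp of 1.69 and Adcy10, the soluble adenylyl cyclase needed for sperm movement, of 1.34. Of 83 genes of cilium movement apart from the dynein chains, 15 rose and 68 did not pass the test (6 higher when adjusted over the list alone). The median was 0.61 (camera adjusted p = 5.8e-09, and adjusted p = 0.701 with an estimated correlation). The central apparatus genes Hydin and Cfap54 had log2 fold changes of 1.70 and 1.61, Efcab1 of 1.78 and Cfap44 of 1.09. These lists follow the GO terms that the paper shows for the same libraries, so their direction is not independent evidence. Markers of Sertoli cells, which support germ cells, moved the other way: 17 of 22 fell, none rose and 5 did not pass the test (19 lower when adjusted over the list alone), with a camera adjusted p of 1.6e-07, and adjusted p = 0.701 with an estimated correlation. Log2 fold changes were -2.11 for the inhibin gene Inha, -2.37 for Amh, -1.61 for Amhr2 and -1.63 for Sox9. The counts of higher genes for spermatid development, sperm motility and cilium movement depended on the scaling: 41, 34 and 40 with upper-quartile factors, and 16, 10 and 5 with library size alone. Without ULA replicate 2, 2 genes of each of the spermatid, motility and cilium lists and 3 lower Sertoli cell markers passed the test. Without BUS replicate 1, 9 genes of cilium movement and 14 of sperm motility passed. With a correction for GC content and transcript length chosen after seeing the data, Fsip2 (0.61, adjusted p = 0.128) and Amhr2 (-0.96, adjusted p = 0.0623) did not pass.

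**Figure D1:**
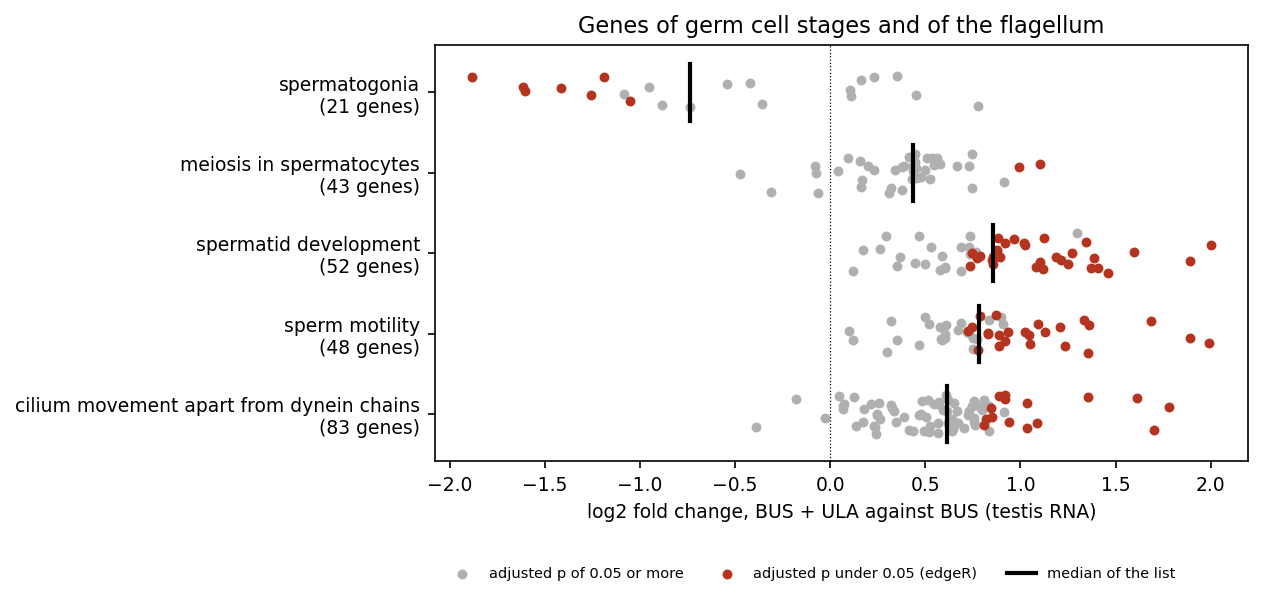
Log2 fold change with ULA against BUS (horizontal axis) of the members of 5 gene lists, 1 point per gene: 21 genes of spermatogonia, 43 of meiosis, 52 of spermatid development, 48 of sperm motility and 83 of cilium movement. Red points passed an adjusted p under 0.05 in edgeR and black bars are medians, which lie at -0.73, 0.43, 0.86, 0.78 and 0.61.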

In the GO terminology, differentially expressed genes involved in “cilium movement”, “sperm motility”, “cell motility”, and “spermatid development” were shown to be closely related to the effect of ULA on spermatogenesis. Additionally, KEGG enrichment analysis was conducted to explore the specific mechanisms of ULA treatment. 

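Among motor proteins, the axonemal dynein heavy chains, the ATPases that bend cilia and the sperm tail, were higher with ULA, as were some of the smaller axonemal dynein chains. Cytoplasmic dyneins, kinesins, myosins, actins and tubulins held members that rose and members that fell. Of 15 axonemal dynein heavy chains, 13 rose, none fell and 2 did not pass the test at an adjusted p under 0.05 from edgeR (13 higher when adjusted over the list alone). Their median log2 fold change was 1.52 (camera adjusted p = 1.1e-07, and adjusted p = 0.701 with an estimated correlation). The paper's result for motor proteins came from the same libraries, so this direction is not independent evidence. Dnah8, an outer arm heavy chain of sperm, went from 1690 ± 379 to 8454 ± 1929 CPM (SD, n = 2 libraries each), a log2 fold change of 2.32 (standard error 0.36, adjusted p = 0.0062 from edgeR). Dnah17, the other outer arm heavy chain of sperm, had a log2 fold change of 1.05 and Dnah3 of 1.92. Dnah7a (1.64), Dnah7b (1.52) and Dnah7c (1.66) are close paralogs whose reads may be shared. Of the 3 outer arm heavy chains of epithelial cilia, Dnah5 rose, and Dnah11 (1.14, adjusted p = 0.16) and Dnah9 (0.19, adjusted p = 0.62) did not pass edgeR's test (1 higher when adjusted over the list alone, and 2 of the 2 of sperm). The camera adjusted p was 0.222 for these 3 and 0.033 for the 2 of sperm, and adjusted p = 0.701 with an estimated correlation for each; the latter was 0.0546 without ULA replicate 1, 0.0541 without ULA replicate 2, 0.178 with upper-quartile scaling and, in settings chosen after seeing the data, 0.0718 with protein-coding genes alone and 0.231 with a correction for GC content and transcript length. The mean fitted change of the 3 minus that of the 2 was -0.81 on the log2 scale, with no test. It was -0.30 without BUS replicate 1 and -0.50 without ULA replicate 2. The difference in mean log2 CPM between the 3 and the 2, taken in each library, had a pooled SD within groups of 0.49, which is not a spread of the -0.81.
Dnah1 (ENSMUSG00000019027, chromosome 14 of GRCm38 from 31260375 to 31323896) went from 209 ± 49.1 CPM with BUS to 444 ± 76.7 CPM with ULA, a log2 fold change of 1.08 (standard error 0.26, adjusted p = 0.020 from edgeR). Dnah14 (ENSMUSG00000047369, chromosome 1 from 181576559 to 181815774) went from 88.5 ± 19.3 to 328 ± 103 CPM, a log2 fold change of 1.89 (standard error 0.29, adjusted p = 0.0062 from edgeR). Dnah12 (ENSMUSG00000021879, chromosome 14 from 26693274 to 26891703) went from 58.8 ± 23.2 to 194 ± 55.9 CPM, a log2 fold change of 1.72 (standard error 0.33, adjusted p = 0.0094 from edgeR). Dnah5 (ENSMUSG00000022262, chromosome 15 from 28203752 to 28472052) was low, at 3.28 ± 1.21 and 8.12 ± 0.62 CPM, a fold change of 2.47 (standard error 0.38 on the log2 scale, adjusted p = 0.033 from edgeR). Actg2, the smooth muscle gamma actin (ENSMUSG00000059430, chromosome 6 from 83512905 to 83536265), went from 105 ± 15.2 to 230 ± 71.2 CPM, a log2 fold change of 1.13 (standard error 0.27, adjusted p = 0.019 from edgeR). Acta1, the skeletal muscle actin, had 1 and 1 counts with BUS and 8 and 21 with ULA, too few for the filter, and was not tested. Without ULA replicate 2, Dnah1 (adjusted p = 0.262), Dnah5 (0.197), Actg2 (0.326) and Dnah17 (0.369) did not pass edgeR's test and 8 heavy chains did. Dnah5 and Dnah17 also did not pass without BUS replicate 1 (0.0599 and 0.0582), without ULA replicate 1 (0.0704 and 0.0621) or with scaling to library size alone (0.0591 and 0.0635). With a correction for GC content and transcript length chosen after seeing the data, 11 heavy chains passed and Dnah5 did not (0.138).
Over all 164 tested motor proteins, 28 rose, 27 fell and 109 did not pass edgeR's test (32 higher and 32 lower when adjusted over the list alone). This balance depended on the scaling: 50 rose and 13 fell with upper-quartile factors, and 17 rose and 41 fell with library size alone. With the GC and length correction 38 rose and 11 fell, with a camera adjusted p of 1.8e-04. The list's median log2 fold change was 0.24 and its camera adjusted p was 0.234, and adjusted p = 0.701 with an estimated correlation. With at least 10 counts required in every library, the camera adjusted p was 0.045. Of 9 axonemal dynein intermediate and light chains, 3 rose and 6 did not pass (6 higher when adjusted over the list alone): Wdr63 (1.08), Tctex1d1 (1.02) and Wdr78 (1.02). Upper-quartile factors gave 6 higher and library size alone 1. Tctex1d1 and Wdr78 did not pass with library size alone (0.0846 and 0.0668) or the GC and length correction (0.122, with a log2 fold change of 0.55, and 0.0556). Without ULA replicate 2, none of Wdr63, Tctex1d1 and Wdr78 passed (log2 fold changes 1.05, 0.75 and 0.83), nor did Wdr63 without ULA replicate 1 (1.13). The list's camera adjusted p was 0.012 (0.093 without BUS replicate 1), and adjusted p = 0.701 with an estimated correlation. Of 26 chains of cytoplasmic dynein and dynactin, Dync2h1 (1.60) and Dynlt1f (0.95) rose, 4 fell, among them Actr1b (-0.85) and Dynlrb1 (-1.10), and 20 did not pass (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.947). Upper-quartile factors gave 3 higher and 0 lower, library size alone 1 and 6, and the GC and length correction 2 and 1. In that correction and with upper-quartile factors, Actr1b (-0.28, adjusted p = 0.334, and 0.0826) and Dynlrb1 (0.0612 and 0.0510) did not pass. Dynlt1f did not pass with library size alone (0.0790). Without ULA replicate 1 or ULA replicate 2, none of Dynlt1f (log2 fold changes 1.07 and 0.85), Actr1b (-0.80 and -0.88) and Dynlrb1 (-1.31 and -0.90) passed. The other 2 that fell, Dynlt3 (-0.90) and Dync1li1 (-0.86), were named after their values were seen. Of 45 kinesins, 5 rose, 7 fell and 33 did not pass (5 higher and 7 lower when adjusted over the list alone), with a camera adjusted p of 0.322. With the GC and length correction, 9 rose and 2 fell (camera adjusted p = 1.1e-04). With upper-quartile factors 14 rose and 4 fell (0.303), but 2 rose and 9 fell with library size alone (0.564). An estimated correlation, run in the main fit only, gave a camera adjusted p of 0.721. The mitotic kinesin genes Kif2c and Kif15 had log2 fold changes of 1.28 and 0.96, and Kif1c and Kif26a of -1.80 and -1.50. Kif6 (1.00), Kif24 (0.79) and Cenpe (1.13), the other 3 that rose, were named after their values were seen. Of 35 myosin heavy chains, 3 rose, 5 fell and 27 did not pass (3 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.612). With the GC and length correction, 8 rose and 2 fell (camera adjusted p = 1.8e-04). With upper-quartile factors 10 rose and 2 fell (0.635), but 2 rose and 10 fell with library size alone (0.804). In the main fit, an estimated correlation gave a camera adjusted p of 0.721 for this list too. Myo9a (1.40) and Myo5c (1.72) rose, and the non-muscle myosin gene Myh9 (-1.35) fell. Myo15 (1.14), Myo18a (-0.99), Myh11 (adjusted p = 0.049) and Myo1d (-1.10) also passed and were named after their values were seen. Of 16 myosin light chains, tropomyosins and troponins, 8 fell and none rose (10 lower and 1 higher when adjusted over the list alone), with a median of -1.07 (camera adjusted p = 0.0088, 0.0596 with the GC and length correction, and adjusted p = 0.701 with an estimated correlation). Tpm2 (-2.03), Tpm1 (-1.65), Tpm4 (-1.34) and Myl9 (-1.43) were among those that fell. Of 18 actins and tubulins, Tuba4a (1.13) and Actg2 rose, Acta2 (-1.53), Tubb3 (-1.13) and Tubb5 (-1.10) fell and 13 did not pass (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.627), Tubb5 being named after its value was seen. Without ULA replicate 2, a fit with a lone ULA library, Kif2c (1.05), Kif26a (-1.64), Myo9a (1.22), Myo5c (1.34) and Myh9 (-1.07) did not pass. Nor did Tpm1 (-1.31), Tpm4 (-1.01), Myl9 (-1.20), Acta2 (-1.26) and Tuba4a (0.88). Kif26a (-0.49, adjusted p = 0.233), Myh9 (-0.63, adjusted p = 0.125), Myl9 (-1.16, adjusted p = 0.0561) and Tubb3 (-0.54, adjusted p = 0.221) did not pass with the GC and length correction. Tubb3 was also lost with upper-quartile factors (0.0623), limma-voom (0.0678), protein-coding genes alone (0.0612) and without BUS replicate 1 (0.117), ULA replicate 1 (0.0728) or ULA replicate 2 (0.188), and Kif15 with library size alone (0.0902) and without ULA replicate 1 (0.0765) or ULA replicate 2 (0.256). Heavy chain transcripts are long, and 371 other protein-coding genes with transcripts over 10 kb had a median log2 fold change of 0.35, against -0.22 for all protein-coding genes.

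**Figure D2:**
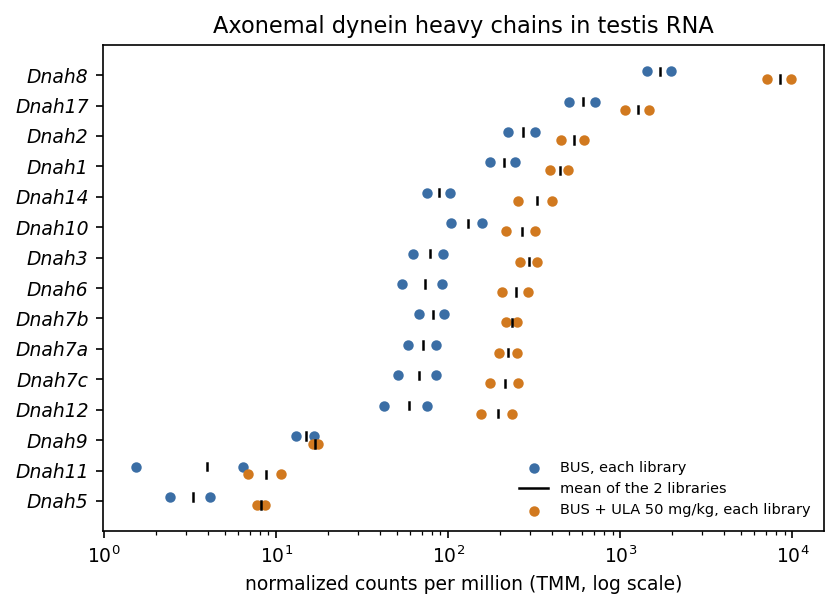
TMM-scaled CPM (log axis) of the 15 axonemal dynein heavy chain genes, with 1 point per library, 2 for BUS in blue and 2 for ULA in orange, and a black bar at each group's mean. Dnah8 has the highest mean with ULA, at 8454 CPM, and Dnah5 lies at 8.12 CPM.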

KEGG enrichment analysis revealed that the expression of genes increased most significantly in ULA group was found to be enriched in the motor proteins (Fig. 7E, yellow background) which perform essential functions in cellular processes such as transport and secretion. We verified the sequencing results of motor proteins by qPCR (Fig. 7C). The movement of molecules within cells is facilitated by motor proteins which rely on energy derived from the hydrolysis of adenosine triphosphate (ATP) for their power source. 

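Many genes of spermatid development were higher with ULA, several genes of spermatogonia were lower, and the genes of meiosis leaned upward as a list, with few past the test singly. The lists were not tested against each other. At a fold change over 1.5 and an unadjusted p under 0.05 from edgeR, 40 genes of spermatid development, 36 of sperm motility and 42 of cilium movement were higher and none was lower. At the same thresholds, 7 of 43 genes of meiosis were higher, and 8 of 21 genes of spermatogonia were lower and none was higher. At an adjusted p under 0.05 from edgeR, 2 genes of meiosis rose and 41 did not pass the test (0 when adjusted over the list alone): Tex15, needed for recombination (log2 fold change 1.10, standard error 0.24, adjusted p = 0.015), and the Cdk activator gene Spdya (0.99, standard error 0.29, adjusted p = 0.035). The median of the meiosis list was 0.43 (camera adjusted p = 8.2e-04, and adjusted p = 0.721 with an estimated correlation). Of the genes of spermatogonia, 7 fell, none rose and 14 did not pass edgeR's test (7 lower when adjusted over the list alone), with a median of -0.73 (camera adjusted p = 0.016, and adjusted p = 0.701 with an estimated correlation). The stem cell gene Zbtb16 went from 33.5 ± 2.91 to 10.9 ± 2.78 CPM (SD, n = 2 libraries each), a log2 fold change of -1.61 (standard error 0.28, adjusted p = 0.0080 from edgeR). Kit, a receptor of differentiating spermatogonia that Leydig cells also express, had a log2 fold change of -1.61, Dmrt1, also expressed in Sertoli cells, of -1.26 and Lin28a of -1.42. Of 22 histone genes, 3 rose, 2 fell and 17 did not pass the test (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.547). Hist1h1t (2.28), the linker histone of spermatocytes and spermatids, and Hist1h1a (2.59) rose, and Hist1h1c (-2.22) and H1f0 (-1.41) fell. Hist1h2aa (1.71), named after its value was seen, was the third to rise. Hist1h1t (1.75), Hist1h1a (2.19) and H1f0 (-1.17) did not pass without ULA replicate 2. Of 23 cell cycle genes, Mki67 (1.26) rose, Mcm2 (-1.14) fell and 21 did not pass (1 higher and 1 lower when adjusted over the list alone). Their camera adjusted p was 0.431, and Mcm2 (-0.94) did not pass without ULA replicate 2. With the replicate number as a block, 20 of the 43 genes of meiosis rose, 24 without BUS replicate 2, and 7 with upper-quartile factors. Neither Tex15 (0.55, adjusted p = 0.116) nor Spdya (0.52, adjusted p = 0.159) passed with a correction for GC content and transcript length chosen after seeing the data. Spdya also did not pass with library size alone (0.0974), without BUS replicate 1 (0.0501) or without ULA replicate 1 (0.0776). The camera call for meiosis was lost without BUS replicate 1 (adjusted p = 0.225), and that for spermatogonia without BUS replicate 2 (0.131) and with at least 10 counts required in every library (0.0635), and both with that correction (0.558 and 0.513). Without ULA replicate 2, no gene of either list passed edgeR's test. In the paper's reasoning, the enriched GO terms relate the changed genes to spermatogenesis, and KEGG enrichment places motor proteins among the genes that increased, whose sequencing results the paper also examined by qPCR (Fig. 7C). The paper states that ULA acted by attenuating oxidative stress and by cytoskeleton remodeling through the motor proteins pathway.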

Among the differentially expressed mRNAs associated with germ cell development, RNA sequencing demonstrated a significant upregulation (>1.5-fold change, *p* < 0.05) in the expression of relevant genes following ULA treatment compared to the BUS group.

**Figure 7:**
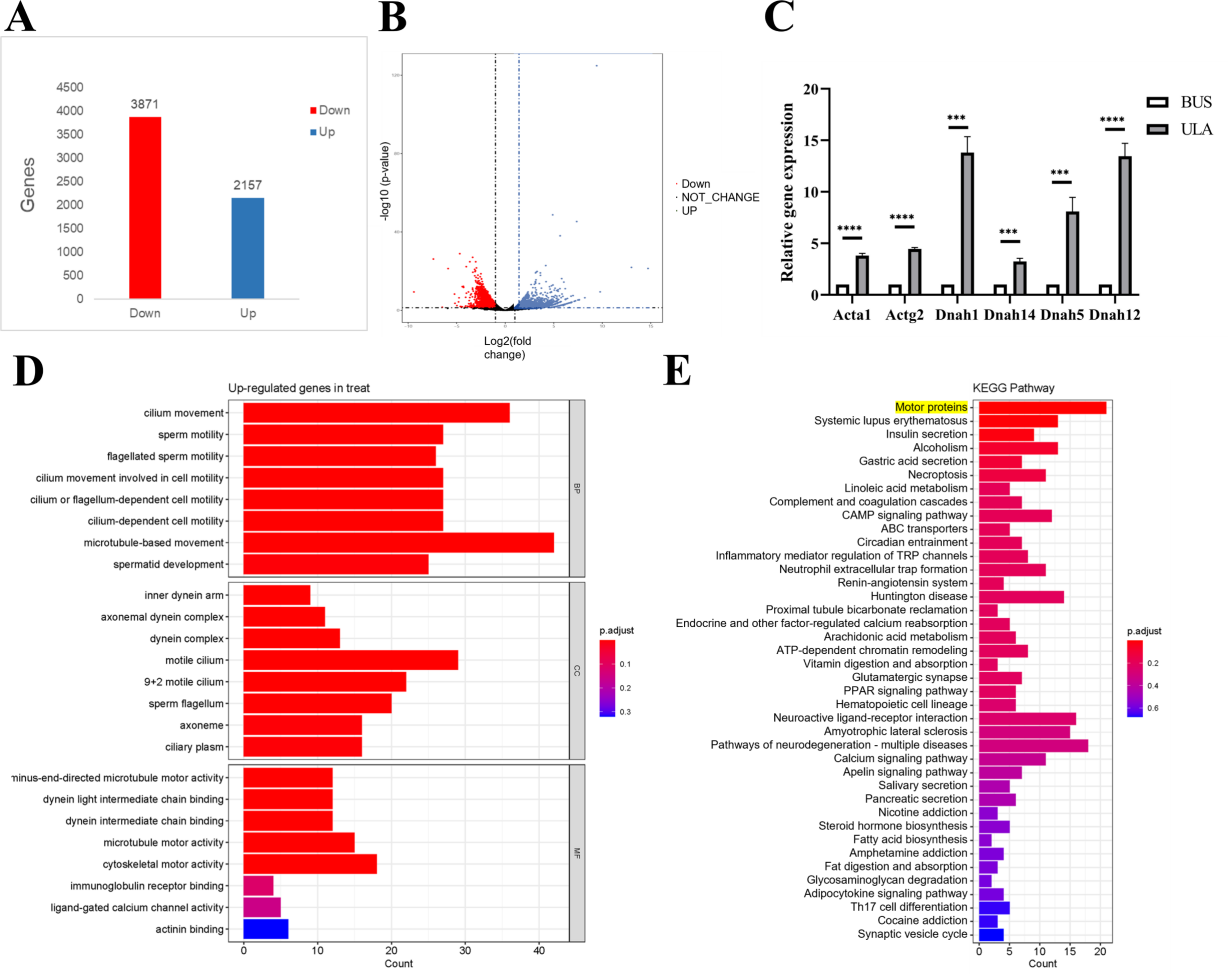
High-throughput sequencing. (A) The number of differentially expressed genes. (B) Volcano map showing differentially expressed genes between oligospermia and ULA treatments. (C) RT-qPCR of motor proteins. (D) The GO enrichment analysis. (E) The KEGG enrichment analysis. ***P < 0.001, ****P < 0.0001.

## Discussion

At present, oligospermia patients exhibit diverse clinical symptoms, and the mechanism underlying non-obstructive oligospermia remains unclear. However, low level of T and high level of ROS are commonly observed. It has been reported that BUS administration could significantly increase ROS in spermatogonia and inhibit its differentiation and proliferation (Jing et al., 2023). ROS is a double-edged sword in spermatogenesis, high level of ROS could lead to oxidative stress and cell death. Therefore, antioxidant therapy has emerged as a potential approach for the treatment of non-obstructive oligospermia (Aitken & Drevet, 2020). Consequently, depleting endogenous germ cells by single intraperitoneal injection of BUS has been proven to be an effective strategy for creating animal models of male infertility due to oligospermia.

ULA is a pentacyclic triterpenoid which is similar to steroid hormones in plants and mammals that are primarily synthesized through the MVA pathway (Ikeda, Murakami & Ohigashi, 2008). It is classified as a class IV complex, showing poor oral bioavailability, low solubility and limited intestinal permeability, according to the Biopharmaceutics Classification System. However, ULA exhibits surprisingly strong pharmacodynamic properties and bioactivities (Sun et al., 2020). The absorption of ULA through the intestinal tract is primarily accomplished *via* passive diffusion, although some evidence suggests that it may also be actively transported. ULA likely serves as a substrate for the transmembrane protein called Permeability Glycoprotein 1, which plays a crucial role in this process. Once inside the body, ULA is quickly broken down and eliminated by the liver, contributing to its limited bioavailability (Hua, Fang & Hua, 2012). The toxic dose is higher than 1,000 mg/kg/day in rats and at single oral doses up to 1,000 mg in healthy adult human volunteers of ULA also found no serious adverse event (Geerlofs et al., 2020; Hirsh et al., 2014). These findings suggest that ULA has low toxicity in both rodents and humans. Low water solubility and low bioavailability are common problems of ULA and most of its derivatives, which seriously limit their utilization. There are several different ways to improve ULA bioavailability, including adding salt ions to increase its water solubility and improving its absorption in the stomach and inhibiting metabolism in the liver. It has been reported that a high-fat diet can promote the absorption of triterpenes (Furtado et al., 2017). In brief, increasing its bioavailability should be the tendency of the alteration of ULA.

ULA has been reported that has a protective effect on LPS-Induced asthenozoospermia *via* Bcl-2/Bax apoptosis signaling pathway (Sun et al., 2021). In this study, ULA partially reversed BUS-induced oligospermia. The testicular spermatogenic cells at all levels and interstitial cells destroyed by BUS were restored accompanied with the reconstruction of cytoskeleton after ULA treatment. The level of serum sex hormone decreased due to the destruction of testicular tissue, and the level of ROS and MDA in oligospermia mice under oxidative stress was adjusted. However, the improvement of ULA is limited while the sperm motility didn’t get recovery. We hypothesized that ULA’s abundant pharmacological activity played a role, but its poor bioavailability limited its efficacy. There was no statistically significant change in sperm motility in oligospermia mice after administration.

The RNA sequencing and GO enrichment analysis indicated that the biological processes of “cilium movement”, “sperm motility”, “cell motility ” and “spermatid development” were closely related with the effect of ULA on spermatogenesis which is consistent with “motor proteins” shown in KEGG enrichment analysis. Motor proteins consists of three superfamilies myosin motors, kinesin motors and dynein motors. They power directed movements on microtubules or actin filaments (Mouriño Pérez et al., 2016; Subramanian & Kapoor, 2012). Kinesin motors and dynein motors are considered key participants in a variety of processes during spermatogenesis. Observations from various animal models lacking specific kinesin motors have highlighted male infertility; thus, kinesins should be considered an integral part of discussions on male reproductive issues (Ma, Wang & Yang, 2017). Kinesin and dynein motors move on microtubules, whereas myosin motors move on actin filaments. Motor proteins use the chemical energy generated by the hydrolysis of ATP to drive themselves along microtubules or microfilaments and perform fundamental biological processes, such as intracellular transport, protein degradation and energy production (Liu, Chistol & Bustamante, 2014; Vale, 2003). Our study showed that the damage in the testis of oligospermia mice was characterized by obvious cytoskeletal disorder and microfilament disorganization while microtubules and microfilaments gained reconstruction after the use of ULA accompanied with the upregulating of motor proteins.

## Conclusion

In summary, we discovered that ULA ameliorates BUS-induced oligospermia in mice by upregulating motor proteins to protect cytoskeleton from alkylating agents. ULA improves the serum sexual hormone secretion and down-regulates the degree of oxidative damage in oligospermia mice. After improving its bioavailability, ULA has the potential to serve as a potent therapeutic agent for non-obstructive oligospermia treatment.

## Supplemental Information

10.7717/peerj.17691/supp-1 Supplemental Information 1 Checklist

10.7717/peerj.17691/supp-2 Supplemental Information 2 Raw data

## Additional Information and Declarations

### DNA Deposition

The following information was supplied regarding the deposition of DNA sequences: RNA sequencing data are available at NCBI Gene Expression Omnibus (GEO): GSE251662.

### Data Availability

The following information was supplied regarding data availability: Raw data are available in the Supplemental Files.

How the deposited data were processed for this re-analysis (not part of the article)

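Testis RNA from mice treated with BUS (30 mg/kg) and from mice treated with BUS and then ULA (50 mg/kg daily for 4 weeks) was measured in 2 libraries per group. The paper states 50 mice in 5 groups and the labels 25 mice in 5 groups of 5, and which animals gave the libraries is not given in the sources used here. Libraries of the other groups were not analysed here.

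The authors deposited raw counts per Ensembl gene, with no normalization. The paper names Fastp, STAR, the genome build GRCm38 and FeatureCounts, and the submitters' notes name RSEM 1.3.1; the values are whole numbers, and which tool made them was not settled. The strand setting of the counting is not given in the sources used here, so reads of a gene and an overlapping or antisense gene may not be told apart. The deposited counts include the authors' read filtering and multi-mapping rule, which could not be repeated. Of 57010 identifiers, 52081 had a symbol in GENCODE M21 (GRCm38), and of the 23023 genes tested 22446 had one; coordinates, gene classes, transcript lengths and GC content come from the same annotation. All columns of counts were mapped to a library by group and number; the ULA columns add a letter A that no source explains. The labels and the paper give no library or sequencing batch, so a batch that follows the groups could not be tested.

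From these counts, genes were kept by edgeR's filterByExpr by group (minimum count 10, minimum total 15), scaled by TMM and compared between ULA and BUS with edgeR 4.0.16's quasi-likelihood test in R 4.3.3, with Benjamini-Hochberg adjustment. The biological coefficient of variation was 0.242, with 2 residual degrees of freedom and a median of 7.18 prior degrees of freedom. CPM are given on the TMM scale as mean ± SD over 2 libraries, and log2 fold changes are the model's coefficients with standard errors derived from its F statistic; no standard error is given where a group had no counts. The floor for a count of 0 was 3 counts in each library, which is 0.158 and 0.148 CPM in the BUS libraries and 0.182 and 0.238 CPM in the ULA libraries. The thresholds were an adjusted p of 0.05 and, following the paper's results section, an unadjusted p of 0.05 with a fold of 1.5. The paper's text names ClusterProfiler and no separate tool for differential expression.

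The 38 gene lists were written from textbook knowledge, because GO and KEGG annotation was not used here, and 37 had a tested member: no neutrophil marker passed the filter. No list was made for the GO term cell motility. Lists were tested with camera (limma 3.58.1, preset correlation 0.01, prior count 2 on the log-CPM scale), adjusted over the lists, and again with an estimated correlation and with fry. The preset correlation gave 19 lists with an adjusted p under 0.05. With an estimated correlation none did (adjusted p 0.701 to 0.971), and none did with fry (0.148 to 0.978), which tests whether a list's genes move on balance in 1 direction and does not compare it with other genes. The list of motor proteins is the union of the dynein, kinesin, myosin, light chain, tropomyosin, troponin, actin and tubulin lists.

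Genes were named in the text by a rule: the genes the paper names for its sequencing, the 6 largest rises and 6 largest falls among genes with a symbol and a mean of at least 1 CPM that passed the test with no overlap between the groups, the 6 most abundant genes with a symbol that rose and the 6 that fell, and up to 4 members of each list by p, or the 2 most abundant where none passed. It gave 132 genes, of which 126 passed edgeR's test. Of these, 2 are not reported here. Genes named outside the rule are marked where they stand.

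The steps were tested on simulated data, with counts of 22756 genes drawn for 2 libraries against 2 and 200 genes changed. EdgeR recovered 8% of 100 genes changed 2-fold and 78% of 100 genes changed 4-fold, with 7 false calls. DESeq2 recovered 12% and 65% with 3 false calls and limma-voom 7% and 71% with 3. A planted list of 40 genes had a camera p of 1.5e-37 (0.0043 with an estimated correlation, 0.0028 with fry) and an unchanged list 0.569. Each gene was drawn independently, so the simulation cannot test whether the preset correlation suits the real lists.

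The alternatives were RLE, upper-quartile and library size scaling, DESeq2 1.42.0, limma-voom, no filter beyond 1 count in any library, a filter of 10 counts in every library, the replicate number as a block, leaving out each library, a fold of 2, an adjusted p with the fold, and a common dispersion with the likelihood ratio test. A further 5 were chosen after seeing the data: protein-coding genes alone, leaving out Lars2, Gm15564 and identifiers without a symbol, a correction for GC content and transcript length by a smooth offset per library (mgcv 1.9.3, 8 basis functions) with and without the block, and Fisher's exact test against protein-coding genes. GC content and length were known for 22444 of the 23023 genes tested. Spreads of medians are bootstrap standard errors over genes (2000 samples).

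Serum, tissue and sperm values of the paper's supplement were summarised and compared by exact permutation tests with scipy 1.17.1. Plots were drawn with matplotlib 3.10.9 and arrays handled with numpy 2.4.6. The paper's qPCR, histology and staining were not analysed here.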

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

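The tests of spermatid RNA as a whole cause, of genomic DNA as a whole cause and of somatic dilution, and the correction for GC content and transcript length, were chosen after the result was seen.

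Axonemal dynein heavy chains stood out among the genes that rose. The correction for GC content and transcript length, which moved many other genes, left their median log2 fold change at 1.12 (1.52 before, bootstrap standard error 0.07), which argues against either as the whole cause. Other protein-coding transcripts over 10 kb had a median of 0.352 (standard error 0.05). It lay between the values set for a general rise of long transcripts and for its absence, so that this part cannot be told apart. Those values were set without regard to the median of all protein-coding genes, which was -0.22. Long transcripts thus stood above their class. In the corrected fit the heavy chains exceeded the other cilium movement genes by 0.418 (standard error 0.08). This excess lies between the values set for and against a larger share of spermatid RNA as the whole cause. Before the correction the excess was 0.906, above the 0.58 set against it for the corrected fit, so the outcome depends on the correction. It may also depend on the list compared: in the corrected fit the median was 0.70 for cilium movement and 0.87 for spermatid development. The spermatid list was not used in this test. A larger share of spermatid RNA may account for part of the rise. An effect of ULA on these genes within cells stays open and untested.

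The paper does not discuss an identifier without a name here (ENSMUSG00000119584), which took 7.88% and 18.5% of the counts of ULA replicates 1 and 2. Nor does it discuss the rise of counts on Lars2 (log2 fold change 9.09), TEC genes (median 1.32) and sense intronic genes (median 1.10). Among mitochondrially encoded genes 2 rose and 1 fell, with the largest rise in the ribosomal RNA gene mt-Rnr2 (3.28). Whether the counts on Lars2 and the unnamed identifier come from messenger RNA was not tested. After the GC and length correction the TEC and sense intronic genes kept a median of 1.06 (standard error 0.07), against either as the whole cause. Olfactory and vomeronasal receptor genes, which genomic DNA would raise, were 2.18 times as high with ULA, so genomic DNA may contribute. Transcription of these receptor genes in germ cells would raise them too, and the ratio cannot separate these sources. TEC and sense intronic genes gained 7.20 times as many CPM per Mb of transcript (standard error 1.01), against genomic DNA as the whole cause. Rises also outnumbered falls among lincRNA genes (355 and 32) and antisense genes (299 and 24). Small RNAs without a poly(A) tail were 1.98 times as high, just under the value set for less complete poly(A) selection, which cannot be told apart here. Genomic DNA as a part, less complete poly(A) selection and a change in the RNA of the tissue stay open.

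Leydig cell markers had a median log2 fold change of -2.65. The paper does not report these genes, and states that interstitial cells destroyed by BUS were restored after ULA. The Leydig cell markers lay below the markers of Sertoli cells, smooth muscle, macrophages and endothelium by 1.43 on the log2 scale (a difference of -1.43, standard error 0.25 over genes). This argues against germ cell RNA diluting all somatic cells alike in these libraries. The standard error does not cover spread between libraries, and the macrophage median turned to 0.23 without BUS replicate 1. For the Leydig cell markers, the GC and length correction left -2.79 (standard error 0.27 over genes), against these as the whole cause. Fewer Leydig cells and lower expression in each are candidate explanations that stay open and untested. Of the 10 markers, 7 are also in the list of steroidogenesis.

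Other lists outside the paper's discussion also differed between the groups by camera, and none of these calls held with an estimated correlation. Their median log2 fold changes were 0.43 for meiosis in spermatocytes and -0.73 for spermatogonia. Steroidogenesis had a median of -1.72, antioxidant enzymes of -1.26 and p53 targets of -1.28. Ribosomal protein genes had a median of -0.37 and immediate early and heat shock genes of -1.07. Markers of Sertoli cells had a median of -1.35, of smooth muscle of -1.03, of macrophages of -1.22 (0.23 without BUS replicate 1) and of endothelial cells of -0.95.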

How the results depend on the processing

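Protein-coding genes alone, the GC and length correction and Fisher's exact test against protein-coding genes were chosen after seeing the data. With 2 libraries per group, leaving 1 out leaves a lone library that is assumed to vary like the others, and the causes below were not tested except where the construction names them. The genes called by edgeR (2706 higher, 3512 lower; 43.5% higher) went to 4282 higher with upper-quartile scaling, where 64.4% of calls were higher, and 27.2% were higher with library size alone; these shift the median gene by 0.28 and -0.22 on the log2 scale. With protein-coding genes alone, which changes both the genes tested and the scaling (median shifted by 0.20), there were 1477 and 2239. Leaving out 1 library gave 656 to 5556 higher and 714 to 6429 lower, the lowest without ULA replicate 2, where 1297 of 6218 calls were shared. At the paper's thresholds the higher count of 4464 went to 2782 with library size alone, 2918 with protein-coding genes alone and 2706 with an adjusted p, and leaving out 1 library gave 1969 to 6321 higher and 2684 to 6819 lower. Named genes past the test numbered 53 to 128 when 1 library was left out (126 with all), and the outer arm contrast was -1.10 to -0.30. Of 19 lists called by camera, 0 were with an estimated correlation and 0 with fry. Dynein heavy chains, cilium movement, sperm motility and spermatid development each had an adjusted p of 0.701 with an estimated correlation, and 0.188, 0.236, 0.193 and 0.190 with fry; they stayed past the threshold by camera in the other settings run, but cilium movement had an adjusted p of 0.311 by Fisher's exact test of higher genes against all genes tested. Motor proteins (0.234) passed with at least 10 counts in every library (0.0455), protein-coding genes alone (0.0029), the GC and length correction (1.8e-04), the same with the block (6.1e-05) and Fisher's exact test against protein-coding genes (7.5e-05). Macrophage markers turned direction without BUS replicate 1 (adjusted p 1.6e-08 to 0.775 over the libraries left out). With the GC and length correction, without and with the block, the mitochondrially encoded genes went lower (adjusted p 1.3e-07 and 1.8e-08) and mt-Rnr1 went from 1.01 to -0.0745 and -0.0683. The samples share only a number: the differences within the 2 pairs correlated at 0.33 across genes, and the replicate block gave 5151 higher and 5901 lower genes (5087 and 5490 with the GC and length correction). In the simulation edgeR recovered 8% of 2-fold changes, but with 200 changed genes its adjusted threshold was stricter than that of the 6218 calls, so this share does not carry over to these data.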

Differences from the paper's values

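The paper's number of up-regulated genes is 2157, and 4464 were found at its stated thresholds. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with library size alone (2782), without ULA replicate 2 (1969), with a fold over 2 (3083) and with an adjusted p and a fold over 1.5 (2706). It did not with RLE factors (4538), upper-quartile factors (6648), DESeq2 (3685), limma-voom (4565), no filter (6257), at least 10 counts in every library (3605), the replicate block (5185), without BUS replicate 1 (3672), without BUS replicate 2 (6321) or without ULA replicate 1 (3300). The paper's number of down-regulated genes, 3871, lay within 1.5 times the 5231 found here, but not with library size alone (6498), no filter (6589) or without BUS replicate 2 (6819).

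The paper states that the genes that increased most were enriched in motor proteins. At the paper's thresholds, 48 of the 164 tested motor proteins were higher and 38 lower, against 4464 and 5231 of all 23023 genes tested. At an adjusted p under 0.05 from edgeR, 28 motor proteins were higher and 27 lower. These counts went to 50 and 13 with upper-quartile factors and to 17 and 41 with library size alone. They went to 38 and 11 with the GC and length correction chosen after seeing the values. The camera adjusted p was 0.234. Fisher's exact test of the higher genes against all genes tested, non-coding genes included, gave an adjusted p of 0.200. The axonemal dynein heavy chains, the paper's own markers among them, went the paper's way, with 13 of 15 higher. The paper's result came from the same libraries, so this is not independent evidence for the motor proteins. The list passed with at least 10 counts required in every library (0.0455). Settings chosen after seeing the values also passed, namely protein-coding genes alone (0.0029), the GC and length correction (1.8e-04; with the block 6.1e-05) and Fisher's exact test against protein-coding genes (7.5e-05). The list stands in for the KEGG pathway, which was not used here.

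Of the 6 genes the paper measured by qPCR, Dnah1, Dnah14, Dnah5, Dnah12 and Actg2 were higher here, as in the paper, and Acta1 was too low to be tested, with 1 and 1 counts against 8 and 21. The paper used qPCR to check sequencing of the same libraries, so the direction in these counts is not independent evidence.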

Other observations

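Several markers of smooth muscle and endothelium were lower with ULA, and markers of ducts and other organs showed no common direction. Of 12 smooth muscle markers, 6 fell, Actg2 rose and 5 did not pass edgeR's test (8 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.024, and adjusted p = 0.701 with an estimated correlation); Smtn had a log2 fold change of -1.32 and Cnn1 of -1.62, and the camera adjusted p was 0.138 without BUS replicate 1. Of 11 endothelial markers, Cldn5 (-1.36), Tie1 (-1.50), Kdr (-1.58) and Cdh5 (-1.10) fell and 7 did not pass (7 lower when adjusted over the list alone; camera adjusted p = 0.0054, and adjusted p = 0.701 with an estimated correlation). Kdr was -0.49 without BUS replicate 1 (adjusted p = 0.289), and without ULA replicate 2 no endothelial marker passed. Kdr and Cdh5 also did not pass with upper-quartile factors (0.0519 and 0.0739), limma-voom (0.106 and 0.0525) or protein-coding genes alone (0.0649 and 0.0711). None of 13 macrophage markers passed (0 when adjusted over the list alone), among them Lyz2 (-1.22) and Mrc1 (-0.60), although the list did by camera (adjusted p = 0.038, and adjusted p = 0.721 with an estimated correlation; 0.775 without BUS replicate 1, where the median turned to 0.23, and 0.0709 without ULA replicate 2). Single macrophage markers that fell numbered 9 with library size alone, 12 with no filter, 2 with DESeq2, 7 with the replicate block, 13 without BUS replicate 2 and 6 without ULA replicate 1. With the GC and length correction, chosen after seeing the data, the camera adjusted p was 0.5995 for smooth muscle, 0.720 for endothelium and 0.149 for macrophages. In that fit 3 smooth muscle markers and none of the endothelial markers fell, and Smtn was -0.40 (adjusted p = 0.251). Of 8 lymphocyte markers, Ms4a1 (2.78) and Cd3d (1.29) rose and Ighm (-1.83; -0.62 with an adjusted p of 0.271 without BUS replicate 1) fell (camera adjusted p = 0.558), and none of 4 erythroid markers passed (0.322). Of 12 epididymal markers, 3 rose and 3 fell (0.799), with log2 fold changes of 1.32 for Cst8, 1.84 for Rnase10, -1.20 for Eppin and -2.16 for Cd52, and of 1.58 for Defb42 and -1.38 for Wfdc10, named after their values were seen. Of 10 markers of multiciliated epithelium, Deup1 (0.81) rose (0.547; Deup1 did not pass with library size alone (0.165), without BUS replicate 1 (0.0800), ULA replicate 1 (0.155) or ULA replicate 2 (0.365), or with the GC and length correction (0.0522)), of 9 of absorptive epithelium, Esr1 (-1.47) fell (0.947), and neither of 2 accessory gland markers passed (0.369). Of 8 adipocyte markers, Ucp1 (3.40), Fabp4 (1.52) and Adipoq (1.02) rose and Plin1 (-1.50) fell (0.269). Adipoq did not pass with library size alone (0.139), without BUS replicate 1 (0.0977), ULA replicate 1 (0.146) or ULA replicate 2 (0.265), or with the GC and length correction (0.0975). Fabp4 did not pass without BUS replicate 1 (0.0586) or ULA replicate 2 (0.204) or with the correction (0.0555), nor Cd3d with library size alone (0.0571) or without ULA replicate 1 (0.0559) or ULA replicate 2 (0.247). Of 17 skeletal muscle markers, Ttn (2.94), Neb (1.59) and Ckm (2.05) rose and Tnnt1 (-2.00) fell (0.353). Without BUS replicate 1, Ckm (1.45) and Tnnt1 (-1.21) did not pass, nor did they without ULA replicate 1 (2.15 and -2.09) or ULA replicate 2 (1.98 and -1.89). Ckm also did not pass with DESeq2 (0.156), nor Tnnt1 with limma-voom (0.0574) or protein-coding genes alone (0.0502). With the GC and length correction Neb (0.77, adjusted p = 0.0836) and Plin1 (-0.83, adjusted p = 0.110) did not pass. The counts adjusted over the list alone were the same for these lists apart from multiciliated epithelium, with none higher, and skeletal muscle, with 2 lower.

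Several p53 targets and immediate early genes were lower. The medians of these lists (-1.28 and -1.07) were close to the median of the Sertoli, smooth muscle, macrophage and endothelial markers (-1.22). Of 19 p53 targets, 10 fell, none rose and 9 did not pass edgeR's test (11 lower when adjusted over the list alone; camera adjusted p = 1.0e-04, and adjusted p = 0.701 with an estimated correlation), with log2 fold changes of -1.74 for Ccng1, -1.67 for Ei24, -1.97 for Ddit4 and -1.97 for Phlda3. Of these targets 7 fell with the GC and length correction, chosen after seeing the data (camera adjusted p = 0.030), and Phlda3 (-1.25, adjusted p = 0.0522) did not pass. Of 17 immediate early and heat shock genes, 9 fell and 8 did not pass (9 lower when adjusted over the list alone; camera adjusted p = 0.0020, and adjusted p = 0.701 with an estimated correlation), with -2.16 for Ier2, -1.97 for Btg2, -2.40 for Junb and -1.67 for Zfp36; with the GC and length correction 2 fell, the camera adjusted p was 0.757 and Junb (-1.56, adjusted p = 0.0651) did not pass. Of 13 oxidase sources of reactive oxygen species, Aox1 (-1.55), Maob (-2.17) and Cyba (-1.71) fell and 10 did not pass (3 lower when adjusted over the list alone; camera adjusted p = 0.094). Cyba did not pass without BUS replicate 1 (-0.71, adjusted p = 0.208), without ULA replicate 2 (0.172), with upper-quartile factors (0.0565), limma-voom (0.0842), at least 10 counts in every library (0.0505), protein-coding genes alone (0.0676) or the GC and length correction (0.0908). Of 83 ribosomal protein genes, 15 fell and 68 did not pass (5 lower when adjusted over the list alone; camera adjusted p = 0.0011, and adjusted p = 0.721 with an estimated correlation; 0.221 with protein-coding genes alone, chosen after seeing the data; 5 lower with upper-quartile factors, where the median of -0.37 went to -0.08), with -1.27 for Rps3, -1.90 for Rpl39, -1.82 for Rps4x and -1.57 for Rpl10. Of 19 mitochondrially encoded genes, the ribosomal RNA genes mt-Rnr2 (3.28) and mt-Rnr1 (1.01) rose and mt-Tp (-1.50) fell (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.947). The direction of mt-Rnr1 turned with the GC and length correction (-0.0745, adjusted p = 0.843), and of the list 1 rose and 8 fell, with a median of -1.19 (camera adjusted p = 1.3e-07). The call for mt-Rnr1 was also lost with library size alone (0.0598) and without ULA replicate 2 (0.347), and that for mt-Tp without ULA replicate 2 (0.198).

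The paper's supplement gives serum testosterone of 9.8 ± 0.837 ng/ml with BUS and 12 ± 0.707 ng/ml with ULA (SD, n = 5 each; exact permutation test, two-sided p = 0.0159), and luteinizing hormone of 6.2 ± 0.837 and 10.6 ± 1.14 ng/ml (p = 0.00794, the smallest p that 5 against 5 allow, exact permutation test). These serum values, the paper's, were higher with ULA. In the testis, 19 of 23 genes of androgen synthesis and cholesterol supply were lower relative to the other RNA. The supplement's reactive oxygen species were 447 ± 5.94 ng/ml with BUS and 363 ± 14.7 ng/ml with ULA (SD, n = 5 each, with p = 0.00794 from a two-sided exact permutation test). The paper's methods place this measure in serum, and its results place it in the testes. In testis RNA, 24 of 35 antioxidant enzyme genes were lower, with a median (-1.26) close to that of the somatic cell markers above (-1.22). The paper's testicular weight was 30.6 ± 6.35 mg with BUS and 63.7 ± 4.32 mg with ULA (SD, n = 6 each, with p = 0.00216 from a two-sided exact permutation test). RNA values here are relative to the other RNA of the testis. In a heavier testis they do not give the amount per testis, which was not measured.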
